A study of Mus musculus with 12 samples. Its data were reported in "Age-Mediated Transcriptomic Changes in Adult Mouse Substantia Nigra" (2013).

How the data were processed

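RNA from the ventral tegmental area (VTA), a midbrain region that holds dopaminergic neurons, of wild-type C57BL/6 mice (C57 per the labels) was measured on Affymetrix mouse expression arrays. There were 12 arrays, 4 for each age of 2, 10 and 18 months, and per the labels each array held RNA pooled from 5 mice. Total RNA was extracted with a micro column kit, amplified in a two-step labelling protocol and hybridised to the arrays. The authors normalised the arrays with RMA, and the deposited values are log2 expression values per probe set. The submitters' processing notes also name limma 3.4.5. The scanner files were not used here. Over the 12 arrays the values ran from 2.40 to 14.7, and the median of an array lay between 6.12 and 6.21. No read depth exists for an array, and the number of arrays limits the precision. Each array is a separate pool per the labels, so p-values measure the spread between pools and not between single mice.

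Young arrays 3 and 4 were nearly the same. Their correlation over probe sets was 0.998, against 0.967 to 0.996 in the 17 other pairs of arrays of the same age. A difference above 1 on the log2 scale was found in 1 probe set, against 85 to 4905 in the other pairs. They differed by less than the noise between other replicates, so their mean was counted as 1 sample, which left 3 samples at 2 months, 4 at 10 months and 4 at 18 months. This choice departs from the design fixed beforehand, in which the 12 arrays were separate, and it was made after the counts under both choices had been seen. The values for the 12 separate arrays are therefore printed beside the main counts.

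The file held 45101 probe sets. The 64 control probe sets of the array were left out of the tests and 45037 were tested. Probe sets were named through the annotation of the array, in which 34945 probe sets were listed with 1 gene, 932 with several genes and 9160 with none. Probe sets with several genes were not named. Of the named probe sets, 34741 matched by gene number a reference gene table (assembly GRCm38.p6, used for names only), and no symbol changed. No genome positions are given, because the array's annotation names no build. For tests on genes, each of the 18193 genes was represented by its probe set with the highest mean over all arrays. Where other probe sets of a gene named by the rule below moved the opposite way at 18 against 2 months, this is stated. Some of these lay below the lower quartile of every array (lowest 4.475) and were not called. They include those of Eya4 (mean levels 3.54 and 3.52), H2-D1 (3.51) and Sox11 (3.67), and those of Slc4a4 at 4.40 and 4.00. A further one of Slc4a4 lay at 8.13 (change −0.93, not called).

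All ages were fitted together with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), with a mean per age and no covariate. P-values were adjusted by the Benjamini-Hochberg method over the 45037 probe sets. A probe set was called when its adjusted p was under 0.05 and its change exceeded 1.3-fold, which are the thresholds of the study. The contrasts were 18 against 2 months, 10 against 2 months and 18 against 10 months. A further contrast took the change from 2 to 10 months minus the change from 10 to 18 months, with no fold threshold, to test whether the change was unequal in the intervals. The errors of log2 changes are standard errors (SE) from this fit, with n = 3 at 2 months and n = 4 at each other age. The comparisons of 10 and of 18 months with 2 months share the young samples.

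The lists were fixed before the data were examined. There were 49: markers of dopaminergic neurons, VTA-enriched and SNpc-enriched dopaminergic genes, GABAergic, glutamatergic, serotonergic and cholinergic neurons, the red nucleus with the interpeduncular and habenular nuclei, the hypothalamus, the cortex and hippocampus, neurons in general, astrocytes, reactive astrocytes, mature and immature oligodendrocytes, microglia, vessels, choroid plexus, meninges, blood and pituitary; sex-linked, immediate early, complement, MHC class I, MHC class II, interferon-response, protocadherin beta, oxidative phosphorylation, ribosomal protein, proteasome, chaperone, cell cycle, extracellular matrix, immature neuron, dopamine metabolism, amyloid processing, ephrin, integrin, synaptic vesicle, voltage-gated channel, neurotransmitter receptor, cholesterol synthesis, antioxidant, RNA splicing and chromatin genes; and 3 lists of the study, its aged-brain signature and its lists of genes higher or lower at 18 months in the substantia nigra pars compacta (SNpc). Lists were tested with camera (preset inter-gene correlation of 0.01), adjusted over the 49 lists, and again with an estimated correlation. They were also tested with fry, whose directional p tests whether the genes of a list move on balance one way and whose mixed p whether they change in either direction. Neither compares a list with other genes. In each list the called members were counted over all probe sets and with p-values adjusted over the list alone.

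The genes named in the text were set by a rule fixed before the data were examined. For each age contrast it took the 8 genes with the largest rise and the 8 with the largest fall among the called genes whose samples did not overlap between the ages. For each list it took up to 3 called members with the largest change at 18 against 2 months, or else the member with the smallest p. It added the genes that the study names for the VTA (Th, Maob, Qdpr, Bace1, the Capn genes, Gfap and Calb1), sex-linked genes and the 5 genes with the smallest p for unequal change. Clone and model names were passed over, and part of the rule is not reported here. The exceptions, chosen after their values were seen, are Pdxdc1, Foxp1, Rbfox3, En1, Ctss, Ptprc, Uqcrc2, Psmd13, Anln, Lamp2, Plek, Trim9, Ttr and Pmch.

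RNA quality was measured by the control probe sets at the 3′ and 5′ ends of Actb and Gapdh, by the added poly-A control RNAs (27 probe sets) and by the hybridisation controls (18 probe sets). Array measures were compared between ages with two-sided exact permutation tests over the 35 splits, which can give no p below 0.0286, and adjusted over 54 such tests. The steps were tested on simulated data drawn from the real means and spreads of the 45037 probe sets. For 18 against 2 months, 17.9% of 67 probe sets changed 1.5-fold were recovered, 74.6% of 67 changed 2-fold and 97.0% of 66 changed 4-fold, with 8 false calls. For 10 against 2 months, where no change was simulated, there were 0 false calls. These rates hold for data built from means and spreads alone, with few probe sets changed. They do not cover structure shared between arrays. A mixed split of the real 10 and 18 months arrays gave 3864 calls.

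Alternatives fixed before the data were examined were a filter on low values, only the arrays of the ages compared, an intensity trend with a robust spread, median centring, quantile normalisation, array weights, the replicate number as a block, the 3′ minus 5′ difference as a covariate, other fold thresholds, a treat test against a 1.3-fold change, other choices of probe set, and leaving out each array in turn. The 12 arrays counted separately, the design fixed beforehand, became an alternative once young arrays 3 and 4 were averaged. Added after the data were seen were the first principal component as a covariate, leaving out the 4 arrays high on that component, and keeping the control probe sets. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.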

Results

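Gene expression was measured in the VTA of mice at 2 months (young), 10 months and 18 months of age (late middle-aged), with 4 arrays per age and 5 mice pooled per array. As young arrays 3 and 4 differed by less than the noise between other replicates, they were counted as 1 sample (n = 3 at 2 months, n = 4 at 10 months and n = 4 at 18 months). The comparisons address how the VTA transcriptome changes with age before senescence and at which interval the change occurs.

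The control probe sets of the arrays differed between the ages. The difference between the 3′ and 5′ probe sets of Actb and Gapdh, a measure of how far along the transcript the label reached, had a mean of 3.47 ± 0.17 (SD, n = 3) at 2 months, 2.15 ± 0.34 (SD, n = 4) at 10 months and 1.98 ± 0.24 (SD, n = 4) at 18 months on the log2 scale. No later array overlapped with a young one (exact permutation p = 0.0286 for each later age, the smallest these samples allow, adjusted p = 0.119 over 54 tests). The added poly-A control RNAs had a mean of 5.75 ± 0.08 (SD, n = 3), 6.03 ± 0.08 (SD, n = 4) and 6.48 ± 0.30 (SD, n = 4) at 2, 10 and 18 months, also with no overlap between ages (exact permutation p = 0.0286 for each pair of ages). The hybridisation controls had a mean of 11.4 ± 0.37 (SD, n = 3), 10.7 ± 0.85 (SD, n = 4) and 10.6 ± 0.34 (SD, n = 4), lower by a log2 difference of −0.80 at 18 than at 2 months but with overlap (exact permutation p = 0.0857). The first principal component held 43.8% of the variance and did not follow age, with young array 2, 10 months array 3 and 18 months arrays 2 and 4 on its positive side. The second held 28% and placed all young arrays apart from the later ones.

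**Figure D1:**
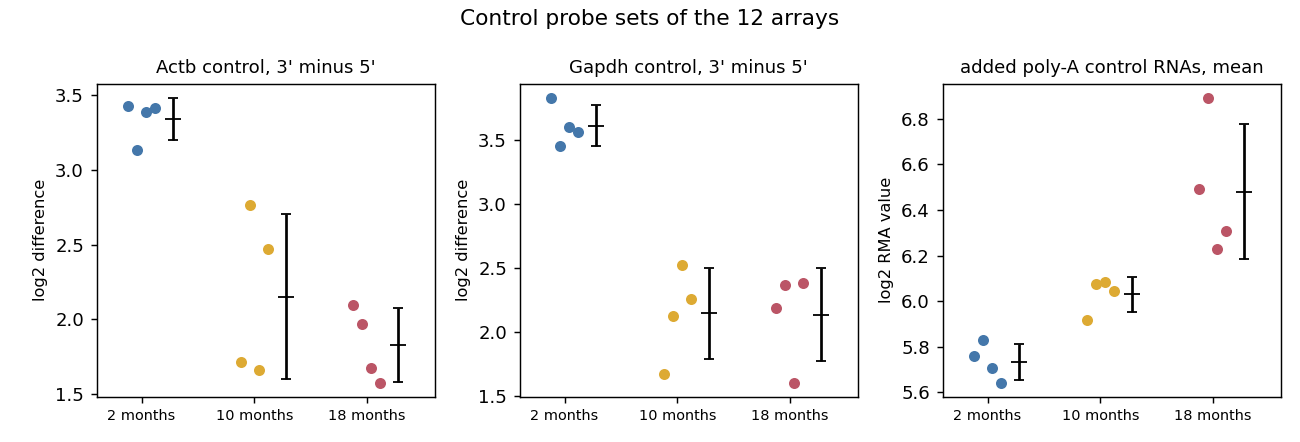
Control probe sets of the 12 arrays, as log2 differences between 3′ and 5′ probe sets of Actb and Gapdh and as the mean log2 value of the added poly-A control RNAs, by age. Points are arrays, bars show the mean and SD of 4 arrays, and young arrays 3 and 4 are drawn separately; the mean of the Actb and Gapdh differences of an array ran from 3.29 to 3.63 at 2 months and from 1.64 to 2.17 at 18 months.

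Between 2 and 18 months, some genes of microglia and of antigen presentation were among those that rose in the VTA, though no gene list passed with an estimated correlation. Clec7a, a pattern recognition receptor of myeloid cells, rose 4.13-fold (log2 change 2.05 ± 0.23 SE, adjusted p = 0.00327, n = 3 and 4). The microglial receptor P2ry12 rose by 1.58 ± 0.23 on the log2 scale (adjusted p = 0.00513), and B2m, the light chain of MHC class I molecules, by 1.14 ± 0.13 (adjusted p = 0.0036). Th, which encodes the rate-limiting enzyme of dopamine synthesis, rose by 0.84 ± 0.14 (adjusted p = 0.00735) and Maob, which encodes an enzyme that degrades monoamines, by 0.94 ± 0.15 (adjusted p = 0.00656). Camkk2, a kinase of calcium signalling, fell by 1.57 ± 0.24 (adjusted p = 0.00617).

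**Figure D2:**
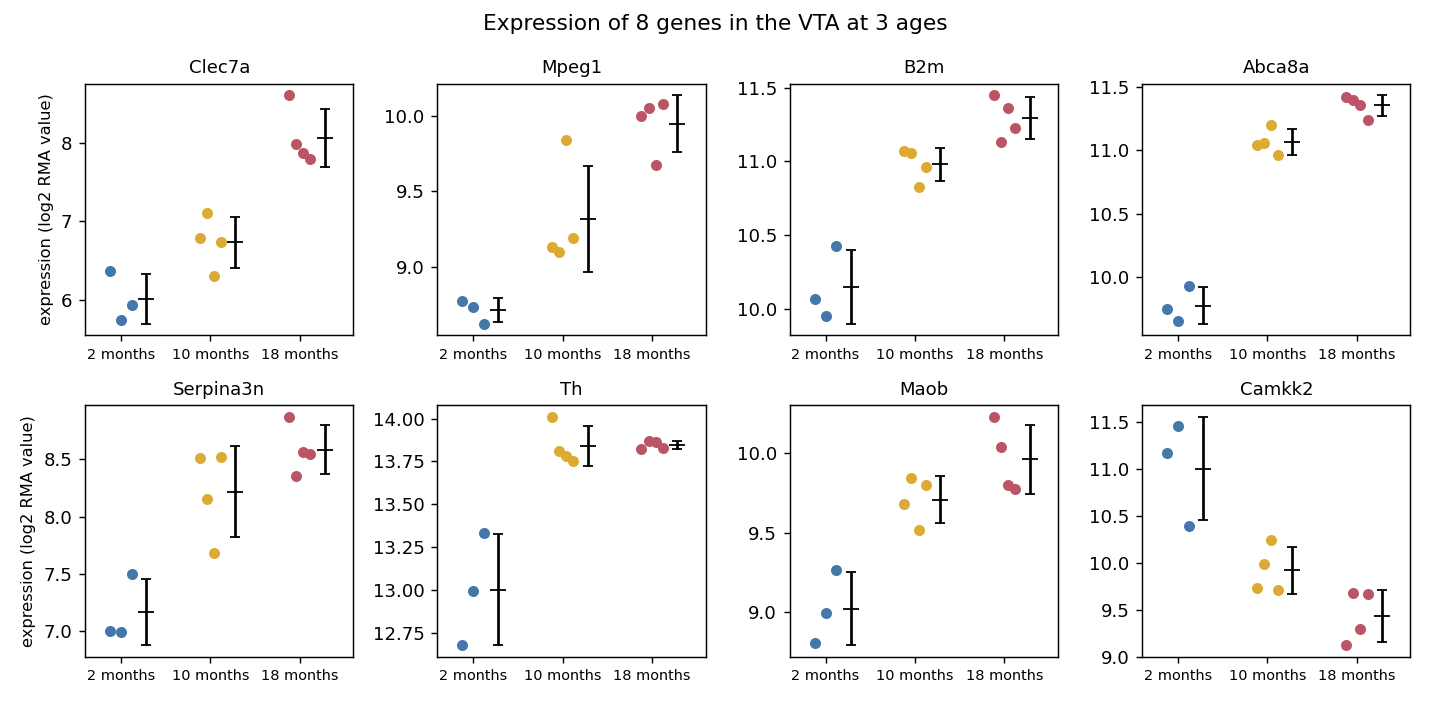
Log2 expression values of 8 genes in the VTA at 2, 10 and 18 months. Points are samples (n = 3, 4 and 4, with young arrays 3 and 4 averaged) and bars show the mean and SD; Clec7a rose from 6.02 to 8.06, and Th lay at 13.0 at 2 months and at 13.8 at both later ages.

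In total 3359 of 45037 probe sets (2658 named genes) were called between 18 and 2 months, 2047 of them higher and 1312 lower at 18 months. Of these, 694 changed more than 2-fold. With the 12 arrays counted separately the number was 4460 (3440 genes, 2632 higher and 1828 lower). After median centring of the arrays, 2540 were higher and 926 lower. A gap between all young and all late samples was seen in 23.6% of the tested probe sets, where chance gives 5.71%. Taking each gene at its brightest probe set, 1048 genes rose and 557 fell.

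Taking each gene at its brightest probe set, the named genes with the largest rise, after Clec7a, were Got1 (log2 change 1.96 ± 0.25), a transaminase of aspartate metabolism, the deubiquitinase Usp11 (1.94 ± 0.32), Chn1 (1.90 ± 0.36), a regulator of Rac signalling, Fzr1 (1.73 ± 0.24), an activator of the anaphase-promoting complex, Rmc1 (1.66 ± 0.20), the protease inhibitor A2m (1.62 ± 0.35) and Ppp2r2b (1.62 ± 0.21), a regulatory subunit of a phosphatase. After Camkk2, the largest falls were those of B3galt6 (−1.49 ± 0.20), a glycosyltransferase, Phyhip (−1.49 ± 0.33), Med9os (−1.48 ± 0.37), the endocytic gene Ehd1 (−1.47 ± 0.23), the nuclear receptor Nr2f6 (−1.43 ± 0.21), Ankrd24 (−1.43 ± 0.19) and the semaphorin Sema4c (−1.40 ± 0.34). All of these passed the test (largest adjusted p = 0.034, for Med9os). With the 3′ minus 5′ covariate none of them was called, and Usp11 turned to −0.055 ± 0.66. Other probe sets of the same gene moved the opposite way for B3galt6 (0.83, called as higher), Nr2f6 (0.35), Rmc1 (−0.34) and Camkk2 (0.03), and weaker probe sets, among them those of Wdfy1 (2.51), Plek (2.21), Pdxdc1 (2.17) and Kcns3 (1.99), were called with rises above that of Got1.

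Of 21 measured microglia and macrophage genes, 5 rose and none fell (6 and 1 when adjusted over the list alone), with a median log2 change of 0.58. Those that rose were P2ry12, the lysosomal gene Cd68 (1.44 ± 0.29), Mpeg1 (1.24 ± 0.18), Ctss (0.69 ± 0.10) and Ptprc (0.99 ± 0.25). The list was higher at 18 months by camera (adjusted p = 0.000255), although adjusted p = 0.529 with an estimated correlation. Of 11 MHC class I and antigen processing genes, B2m, H2-D1 (1.33 ± 0.21) and H2-K1 (1.24 ± 0.20) rose and none fell (3 and 0 when adjusted over the list alone; camera adjusted p = 0.00433, median 0.26, adjusted p = 0.529 with an estimated correlation). Of the 9 probe sets of H2-D1, 1 moved the opposite way. Of 16 interferon-response genes, Ifit3 rose by 0.90 ± 0.21 and none fell (4 and 0 when adjusted over the list alone; camera adjusted p = 0.00974, adjusted p = 0.643 with an estimated correlation). With the 3′ minus 5′ covariate Ifit3 turned to −0.11 ± 0.52. Among 13 complement genes, the receptor C3ar1 (0.86 ± 0.13) and the complement inhibitor Cd59a (0.84 ± 0.14) rose and properdin, Cfp, fell (−0.61 ± 0.14, with its other probe set at 0.20), and the list did not pass (2 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.443). None of 6 MHC class II genes was called (camera adjusted p = 0.811, none when adjusted over the list alone). In the same arrays the 3′ minus 5′ difference dropped by 1.49 and the poly-A control mean was higher by 0.73.

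The study's aged-brain signature, which it built from published data on older mouse brains, had 52 measured genes. Of these, 20 rose and 1 fell at 18 against 2 months (26 and 1 when adjusted over the list alone). The called number was 0 with the 3′ minus 5′ covariate and 12 without young array 1. Over all called probe sets, that covariate raised the median SE from 0.157 to 0.422. The median size of their change went from 0.73 to 0.42, so calls ended through larger errors as well as smaller changes. In these arrays the 3′ minus 5′ mean was 1.98 at 18 months and 3.47 at 2 months. The poly-A control mean was higher by 0.73 at 18 months. In the main fit the called share was 40.4%, against 8.73% of the 18141 other genes (odds ratio 7.08, 95% interval 3.86 to 12.8, two-sided Fisher's exact p = 8.34e-10). That test treats genes as independent, and the list did not pass by camera with an estimated correlation between genes (adjusted p = 0.0809). Besides the genes above, the transporter Abca8a rose by 1.58 ± 0.10, with the smallest adjusted p of the named genes (0.000261), and the acute phase gene Serpina3n by 1.42 ± 0.21 and the integrin Itgb2 by 1.38 ± 0.19, while Sox11, a transcription factor of immature neurons, fell by 0.89 ± 0.21 (1 of its 6 probe sets moved the opposite way). The list shifted by camera (median log2 change 0.66, adjusted p = 2.28e-13), with adjusted p = 0.0809 with an estimated correlation. Counting a gene as called when any of its probe sets was called gave 25 signature genes, or 29 with the 12 arrays separate. Among the 105 genes of the 120 probe sets with the smallest p, 5 belonged to the signature. Of 59 genes that the study listed as higher at 18 months in the SNpc, 24 rose and 1 fell (34 and 1 when adjusted over the list alone). This list shifted by camera (adjusted p = 2.61e-15), with adjusted p = 0.123 with an estimated correlation. Eya4 was among the genes that rose (1.47 ± 0.23). Of its 4 probe sets 2 moved the opposite way, both at low levels (3.54 and 3.52) and not called. Whether the same animals gave both tissues is not given in the sources used here, so this SNpc list is not independent evidence. Of 29 genes listed as lower in the SNpc, 1 rose and 1 fell (2 and 1 when adjusted over the list alone, camera adjusted p = 0.456).

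Among 21 dopaminergic neuron genes, Th and the nicotinic receptor subunit Chrna6 (0.68 ± 0.15) rose, and the transcription factor Foxa2 (−0.61 ± 0.15) and En1 (−0.54 ± 0.11) fell (3 rose and 2 fell when adjusted over the list alone), and the list as a whole did not pass (median 0.20, camera adjusted p = 0.235). Of 17 genes of dopamine metabolism and receptors, Th and Maob rose and none fell (2 and 0 when adjusted over the list alone, camera adjusted p = 0.235). Qdpr, which recycles the cofactor of Th, did not change at its brightest probe set (−0.09 ± 0.08, adjusted p = 0.551), while its other probe set was called as higher (1.08, adjusted p = 0.00974). The calcium-binding protein gene Calb1 rose by 0.70 ± 0.15 and was the called member of 10 VTA-enriched genes (1 when adjusted over the list alone, camera adjusted p = 0.394), with 1 of its 4 probe sets moving the opposite way. Of 9 SNpc-enriched genes, Kcns3 (0.95 ± 0.17) and Fgf20 (0.59 ± 0.11) rose (2 when adjusted over the list alone, camera adjusted p = 0.235). Bace1, the beta-secretase gene, fell by 0.93 ± 0.14 and the calpain subunit Capns1 rose by 0.89 ± 0.18. They were the called members of 19 amyloid processing genes (3 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.443). The 3′ minus 5′ mean in these arrays was 1.98 at 18 months and 3.47 at 2 months. With it as a covariate no call was kept, Capns1 turned to −0.037 ± 0.41 and Th was 0.47 ± 0.38. Of the 4 probe sets of Bace1, another was called as lower (−0.61) and another as higher (0.56). At the brightest probe set none of the 14 other calpain genes measured was called, from Capn10 (0.44 ± 0.15, adjusted p = 0.102) to Capn15 (−0.69 ± 0.33, adjusted p = 0.241). A weaker probe set of Capn3 was called as higher at 18 months (1.48 ± 0.12, adjusted p = 0.000905) and at 10 months (1.17, adjusted p = 0.00718), while its brightest gave 0.32 ± 0.17 at 18 months (adjusted p = 0.274).

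Of 13 pan-neuronal genes, Stmn2 (1.25 ± 0.23), Snap25 (0.97 ± 0.19) and Syt1 (0.67 ± 0.16) rose and Rbfox3 fell by 0.57 ± 0.15 (4 and 1 when adjusted over the list alone). The list was higher at 18 months (median 0.51, camera adjusted p = 0.0193), with adjusted p = 0.529 with an estimated correlation, and its median was −0.20 with the 3′ minus 5′ covariate. Snap25 and Syt1, genes of synaptic vesicle release, each had another probe set that was called as lower (−0.96 and −0.99), a further one of Syt1 gave −0.22, and the other probe set of Stmn2 gave −0.12. Of 22 synaptic vesicle genes, 2 rose and 2 fell, the latter being Syt7 (−1.20 ± 0.18) and Stx1a (−1.12 ± 0.29), whose other probe set gave 0.28 (4 and 2 when adjusted over the list alone, camera adjusted p = 0.443). Of 14 astrocyte genes, the bicarbonate transporter Slc4a4 rose by 0.74 ± 0.18 (3 and 0 when adjusted over the list alone; camera adjusted p = 0.0166, adjusted p = 0.529 with an estimated correlation), and 3 of its 5 probe sets moved the opposite way. Gfap did not pass (0.43 ± 0.41, adjusted p = 0.58). In 11 reactive astrocyte genes Serpina3n rose and S1pr3 fell (−0.71 ± 0.18, with another probe set at 0.37; 1 and 1 when adjusted over the list alone, camera adjusted p = 0.647). Of 14 myelin genes, Ermn (0.84 ± 0.13), Pmp22 (0.68 ± 0.11) and Aspa (0.44 ± 0.12) rose and none fell (4 and 1 when adjusted over the list alone, camera adjusted p = 0.235). Of 22 protocadherin beta genes, Pcdhb9 (0.97 ± 0.17), Pcdhb17 (0.85 ± 0.18) and Pcdhb8 (0.74 ± 0.16) rose and none fell (4 and 0 when adjusted over the list alone; camera adjusted p = 0.016, adjusted p = 0.529 with an estimated correlation). These groups moved in the arrays in which the 3′ minus 5′ mean was 1.98 at 18 months against 3.47 at 2 months, and in which Ttr, a choroid plexus marker, was 8.29 ± 1.43 (SD, n = 3) at 2 months and 6.36 ± 0.64 (SD, n = 4) at 18 months (exact permutation p = 0.0286, adjusted p = 0.119).

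**Figure D3:**
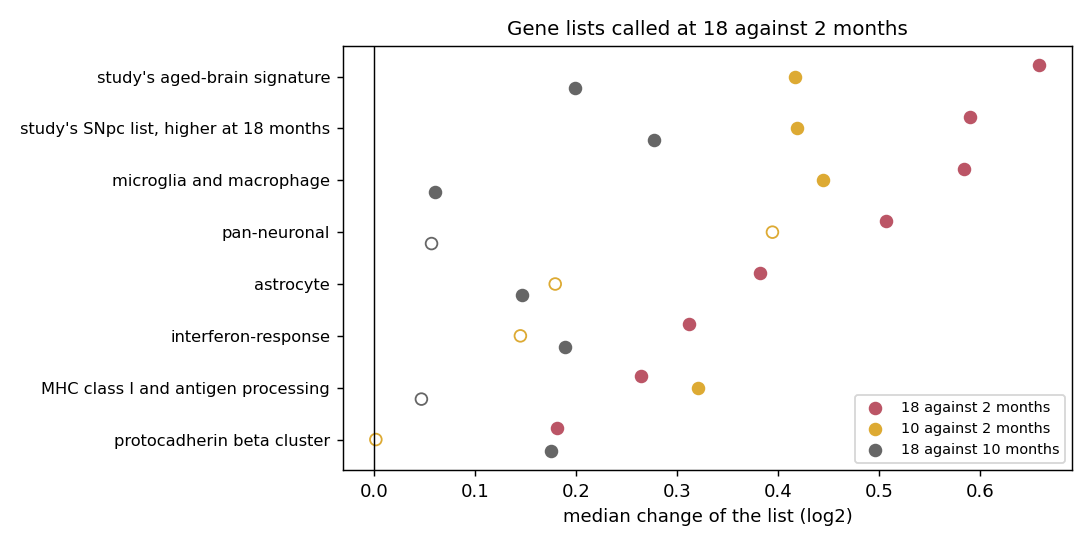
Median log2 change of the 8 gene lists called by camera at 18 against 2 months, in the 3 age comparisons. Filled points passed an adjusted p of 0.05 with the preset correlation and open points did not; with an estimated correlation none passed, and the medians at 18 against 2 months ran from 0.18 to 0.66.

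The count of called probe sets at 18 against 2 months was 0 with the 3′ minus 5′ difference as a covariate, 423 without young array 1, 1668 without young array 2, 5326 without 10 months array 3 and between 1937 and 2111 without any 18 months array. Among 1297 called genes with further well-expressed probe sets, those other probe sets had a median change of 0.04 in the called direction (95% interval 0.01 to 0.05) against 0.76 at the called probe set, and 53.1% had the same sign.

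**Figure D4:**
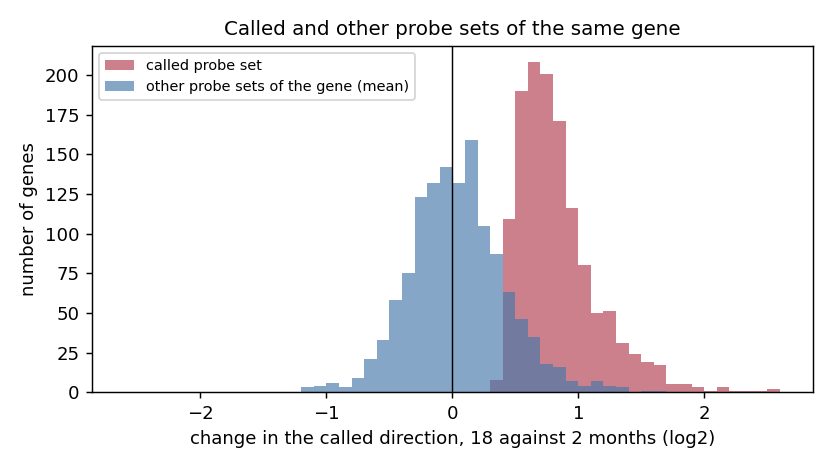
Log2 change at 18 against 2 months of the called probe sets and of the mean of the other well-expressed probe sets of the same 1297 genes, both turned to the called direction. The height of a bar is a number of genes; the called probe sets had a median of 0.76 and the others of 0.04.

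Between 2 and 10 months, Usp11 and Got1 had the largest rises among the named genes at their brightest probe sets, and Th and Maob rose as well, though no call was kept with the 3′ minus 5′ covariate, with which Usp11 turned to −0.23. Usp11 rose by 1.55 ± 0.32 and Got1 by 1.54 ± 0.25 on the log2 scale (adjusted p = 0.0482 and 0.0297 by limma, n = 3 and 4). Abca8a rose 2.45-fold (1.29 ± 0.10, adjusted p = 0.00232). Th was already higher by 0.84 ± 0.14 (adjusted p = 0.0308) and Maob by 0.69 ± 0.15 (adjusted p = 0.0492), while Crh, which encodes corticotropin-releasing hormone, fell by 1.23 ± 0.26 (adjusted p = 0.048).

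A total of 613 probe sets (519 genes) were called between 10 and 2 months, 377 higher and 236 lower at 10 months. With the 12 arrays separate the number was 977 (819 genes, 590 higher and 387 lower), after median centring 541 were higher and 162 lower, and without 10 months array 3 there were 629 and 627. The other genes with large rises were Fzr1 (1.40 ± 0.24), Wdfy1 (1.28 ± 0.22), the ubiquitin ligase Rnf5 (1.27 ± 0.18), the cell surface gene Cd34 (1.26 ± 0.15) and Prelp (1.24 ± 0.27), a matrix protein gene. The other large falls were those of the corepressor Lcor (−1.20 ± 0.18), Ccdc177 (−1.10 ± 0.14), Foxq1 (−1.10 ± 0.23), the actin-severing gene Gsn (−1.09 ± 0.18), B3galt6 (−1.09 ± 0.20), Ttc13 (−1.08 ± 0.20) and Vasn (−1.07 ± 0.19). At 18 against 2 months, 1 or more other probe sets moved the opposite way to the named one for Wdfy1, Lcor, Foxq1, Gsn, Ttc13 and Vasn, none of them called. Fdps, an enzyme of cholesterol synthesis, rose by 1.23 ± 0.20, Bace1 fell by 0.69 ± 0.14 and Capns1 rose by 0.92 ± 0.18. Qdpr did not pass (−0.12 ± 0.08, adjusted p = 0.544; 0.84 at its other probe set, adjusted p = 0.0549) and nor did Gfap (0.07 ± 0.41, adjusted p = 0.966).

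Of the 21 microglia and macrophage genes, P2ry12 rose by 1.05 ± 0.23 at 10 months and none fell (5 and 1 when adjusted over the list alone), and the list had a median change of 0.44 (camera adjusted p = 0.000755, adjusted p = 0.595 with an estimated correlation). Of 11 MHC class I genes, B2m rose by 0.83 ± 0.13 (3 and 0 when adjusted over the list alone; camera adjusted p = 0.000629, adjusted p = 0.595 with an estimated correlation). Of 47 proteasome genes, Psmd8 (1.02 ± 0.21) and another subunit gene rose (8 and 0 when adjusted over the list alone; camera adjusted p = 0.0242, adjusted p = 0.698 with an estimated correlation). In the signature, 8 of 52 genes rose and none fell (15 and 1 when adjusted over the list alone; camera adjusted p = 9.96e-09, adjusted p = 0.262 with an estimated correlation), with Serpina3n (1.05 ± 0.21) and Itgb2 (0.99 ± 0.19) among them. Of the genes listed as higher in the SNpc, 6 of 59 rose (19 and 1 fell when adjusted over the list alone; camera adjusted p = 9.96e-09, adjusted p = 0.521 with an estimated correlation). The 3′ minus 5′ mean in these arrays was 2.15 at 10 months against 3.47 at 2 months.

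This count rested on single arrays and on the shared fit: it was 0 with the arrays of these ages alone and with the 3′ minus 5′ covariate, 1 without young array 1, 3 without young array 2, 10 months array 1 or 10 months array 4, 1256 without 10 months array 3, 1276 without the young pair, and from 53 to 159 without any 18 months array. With the 12 arrays separate it was 3 with the replicate number as a block and 977 without the block. The replicate numbers showed no pairing across ages. Of 12 same-number pairs, 2 correlated best with their own number, and the correlations ran from −0.61 to 0.43. The block count therefore says little about the stability of the result. The count at 10 against 2 months was 2 without the 4 arrays high on the first principal component.

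Both comparisons used the same young samples. Of the probe sets called, 593 were called in both, 373 higher and 220 lower in both and 0 in opposite directions. Independent lists would share 17.1 and 6.88, and simulated unchanged groups shared 0. Neither gives a no-change value for this overlap. The former ignores the shared young samples, and the simulated groups had 0 calls at 10 against 2 months, so they could share none. The genes called in both numbered 508. Over probe sets, which are not independent replicates, the changes had r = 0.843 and a covariance of 0.0928, against 0.571 and 0.0247 for simulated unchanged groups with the same young samples. With young arrays 1 and 2 used for one comparison and the pair for the other, r was 0.697 and 0.458 and the covariance 0.0679 and 0.0565. The pair counts as 1 sample, so the spread for its comparison came from other groups. The counts of shared calls for these splits are therefore listed only among the processing alternatives, and no conclusion is drawn from them.

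Between 10 and 18 months, a single probe set was called, that of Pdxdc1, a decarboxylase-domain gene, which rose by 2.20 ± 0.23 (adjusted p = 0.0345 by limma, n = 4 and 4) from 5.20 ± 0.21 (SD) to 7.41 ± 0.57 (SD). It was named after its value was seen. At an unadjusted p under 0.05 there were 2280 probe sets, and with the 12 arrays separate the count was also 1. Clec7a had a difference of 1.33 between these ages and did not pass. Th had the same mean at both (13.8).

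Between these later ages 9 lists shifted by camera, 8 up and 1 down, and none passed with an estimated correlation (smallest adjusted p = 0.121). The signature had a median change of 0.20 (camera adjusted p = 3.6e-09, adjusted p = 0.121 with an estimated correlation) and the genes listed as higher in the SNpc of 0.28 (camera adjusted p = 6.98e-13, adjusted p = 0.129 with an estimated correlation), and 1 and 3 of their genes rose when adjusted over the list alone, although none did over all probe sets. The protocadherin beta genes had a median of 0.18 (camera adjusted p = 7.26e-07, adjusted p = 0.121 with an estimated correlation), with 19 of 22 genes above 0. RNA splicing genes had a median of 0.25 (camera adjusted p = 5.28e-05) and chromatin genes of 0.22 (camera adjusted p = 0.000716), each with adjusted p = 0.742 with an estimated correlation. These differences followed single arrays: the mean of the splicing genes was 11.4 in 10 months array 3 and 10.5 to 10.8 in the others of that age, and 11.3 and 11.4 in 18 months arrays 2 and 4 and 10.9 and 10.8 in arrays 1 and 3, and the chromatin genes were also highest in these 3 arrays. The interferon-response (median 0.19, camera adjusted p = 0.00215), astrocyte (0.15, 0.0109) and microglia (0.06, 0.0468) lists were higher and the pituitary list was lower (−0.19, 0.0362); with an estimated correlation the adjusted p was 0.742, 0.705, 0.742 and 0.742. No member of these lists was called over all probe sets. The 3′ minus 5′ mean differed little between these ages (2.15 and 1.98, exact permutation p = 0.486), while the poly-A control mean was higher at 18 months by 0.45.

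The count at 18 against 10 months was 0 without young array 1, young array 2, the young pair, 10 months array 1, 2 or 4, or 18 months array 1, 2 or 3, and 2 without 10 months array 3 or 18 months array 4. The RNA splicing list rested on strongly correlated genes (estimated correlation 0.618).

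No probe set passed the test for unequal change between the intervals from 2 to 10 and from 10 to 18 months (0 by limma, 2463 at an unadjusted p under 0.05). With the 12 arrays separate there were 2, Foxp1 and Mid1, both with a lower mean at 10 months than at 2 and 18 months; Foxp1 was named after its values were seen, as its called probe set is not the brightest of the gene. Mid1, a ubiquitin ligase gene, was at 7.48 ± 0.15 (SD, n = 3), 6.60 ± 0.08 (SD, n = 4) and 7.29 ± 0.20 (SD, n = 4) at 2, 10 and 18 months. Foxp1, a forkhead transcription factor gene, fell by 1.21 ± 0.12 from 2 to 10 months, and its change from 10 to 18 months was 0.31 ± 0.11. Dnmt1, the maintenance DNA methyltransferase gene, fell by 1.01 ± 0.12 from 2 to 10 months and had an interval difference of −1.27 ± 0.20 (adjusted p = 0.604), and Abca8a had one of 1.01 ± 0.17 (adjusted p = 0.898). Changes in the earlier interval were thus not shown to differ from those in the later interval for any single probe set.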

Values the study reported

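The study reported 4462 probe sets, corresponding to 3675 genes, that differed in the VTA between 18 and 2 months old mice. From 2 to 10 months it reported 985 probe sets (891 genes), and from 10 to 18 months a single gene. It found 846 genes in both comparisons with 2 months old mice. It built an aged-brain signature of 61 genes, of which 36 were among the 3675 VTA genes. When the top 120 VTA probe sets were taken, 9 of 114 genes belonged to the signature.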

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

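The tests of the poly-A control RNAs, of the signature against RNA quality, of the share of neurons and of the dopaminergic genes beside Th were chosen after the results they concern had been seen, and the tests on other probe sets of signature genes and on weaker probe sets were added after the overall result for other probe sets was known. Among 286 groups of 4 samples, taken from the named genes and from array measures, 8 held a sample far from the others. Chance gives 14.3 such groups, and the 8 found were all of named genes. At 10 months these were A2m at 7.02 in sample 3 (others from 7.55), Mpeg1 at 9.84 in sample 3 (next 9.19), Cd59a at 9.52 in sample 1 (next 9.34), Kcns2 at 8.4 in sample 3 (others from 8.59), Msmo1 at 11.1 in sample 2 (others from 11.7) and Capn9 at 4.85 in sample 3 (others from 5.14). At 18 months they were Pcdhb17 at 7.94 in sample 3 (others from 8.36) and Cnbd2 at 7.24 in sample 2 (next 6.64). For 6 lists the changes in the intervals differed by camera: MHC class I (interval difference 0.45, adjusted p = 0.0141), protocadherin beta (−0.15, 0.0114), proteasome (0.21, 0.0287), extracellular matrix (−0.13, 0.0106), RNA splicing (−0.30, 0.0020) and chromatin genes (−0.25, 0.00429), each with adjusted p = 0.794 with an estimated correlation. Outside the main measurement, the poly-A control RNAs, which are added to each sample and hold no mouse sequence, were higher by 0.73 at 18 than at 2 months, and 11 of their 27 probe sets passed the test of the arrays.

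Many probe sets were called against 2 months and 1 between 10 and 18 months, while the 3′ minus 5′ difference set the young arrays apart from both later ages. In 1297 called genes, other well-expressed probe sets moved by a median of 0.035 in the called direction (95% interval 0.0058 to 0.054). This lay below a bound of 0.19, as a labelling difference along transcripts would give. The median was 0.10 for genes that rose and −0.05 for genes that fell. The same sign was seen in 53.1%, where the near-identical young pair gave 52.1% and the 17 other pairs of arrays of the same age 54.2% to 81.2%. In those 17 pairs the median ran from 0.020 to 0.51, so a value below the bound can arise without an age difference. The poly-A difference of 0.73 was known before its test was chosen and decides nothing, and these controls differed by 0.28 between 10 and 2 months and by 0.45 between 18 and 10 months, unlike the numbers of calls. With the 3′ minus 5′ covariate the median share of change kept was 0.55 (0.43 to 0.75 with each sample left out in turn). Of the called probe sets 88.9% kept their direction. The median SE grew from 0.157 to 0.422, so calls ended through larger errors as well as smaller changes. Age and RNA quality cannot be told apart there. Weaker probe sets of a gene made up 51.4% of those that rose and 54.0% of those that fell (Fisher's exact p = 0.37). This leaves a gain at weak probe sets open. A labelling difference along transcripts may therefore contribute to the called probe sets, and age stays open as an explanation that these arrays do not separate from it.

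For the signature genes, which were higher at both later ages, other probe sets of members called at any probe set moved with the called one (median 0.46, 95% interval 0.29 to 0.62, same direction in 6 of 6 genes), which argues against a labelling difference along transcripts for these, although Sox11 and Trim9 fell and for the higher genes this rests on 4, Anln, H2-D1, Lamp2 and Plek (0.22 to 0.69). The pan-neuronal genes were higher by a median of 0.51 at 18 than at 2 months (0.38 to 0.63 with each sample left out in turn). This argues against a lower share of neurons. As a reservation, this list turned to −0.20 with the 3′ minus 5′ covariate. As a further reservation, other probe sets of Snap25 (−0.96), Syt1 (−0.99) and Stmn2 (−0.12) moved the opposite way to the ones used. Between 10 and 18 months the 3′ minus 5′ difference was similar. The signature mean was higher by 0.24 at 18 months, against 0.07 expected from RNA quality. With each sample left out in turn these ran from 0.18 to 0.29 and from 0.03 to 0.14. The excess over the expected value then stayed at 0.096 or above. The sample means did not overlap (9.19 to 9.44 against 8.83 to 9.17, exact permutation p = 0.0286, the smallest these samples allow). That test asks for a difference from 0 and not from 0.07. With an SE of 0.09 between samples, the observed and expected values cannot be told apart. With the 3′ minus 5′ covariate Clec7a was 2.96 ± 0.59 (2.05 ± 0.23 without it, SE), Abca8a 1.62 ± 0.30 (1.58 ± 0.10) and B2m 1.12 ± 0.38 (1.14 ± 0.13). These genes did not shrink beyond their errors, but they are leading genes of the pattern and do not decide it. An immune change with age may explain the pattern and remains a hypothesis, because RNA quality and age are confounded against the young arrays.

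Th was higher by 0.84 at both later ages than at 2 months. If more dopaminergic neurons were in the tissue, their other genes would rise with it, but the other 20 dopaminergic genes had a median change of 0.17 (−0.13 to 0.29), below the bound of 0.42 set from the change of Th, with 12 above 0, 1 called higher and 2 lower. This argues against a larger share of dopaminergic neurons. With the 3′ minus 5′ covariate Th was 0.47 ± 0.38 (SE) instead of 0.84 ± 0.14, so a change of Th itself and RNA quality may each contribute. Th had no other probe set to test.

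Other groupings of the samples tested whether chance gives as many calls. For 18 against 2 months 1 of 35 splits, the real one, reached 3359 (highest other 0). For 10 against 2 months 1 of 35 reached 613 (highest other 0), and for the signature 1 of 35 reached 21 (highest other 0). This argues against chance for these, but 35 splits can give no p below 0.0286, so chance is not excluded. The count of 613 was also 0 with the arrays of 2 and 10 months alone and 1 without young array 1. Chance cannot be excluded for 18 against 10 months either, where 4 of 35 splits reached the count of 1. The highest other gave 3864, which points to a structure of the samples along the first principal component. For unequal change the real count was 0, which each of the 100 splits drawn reaches (100 of 100, highest other 2960), so this says nothing about chance. Chance also cannot be excluded for the lists, where 12 of 35 splits reached 8 at 18 against 2 months (highest other 12), 21 of 35 reached 5 at 10 against 2 months (highest other 13), 15 of 35 reached 9 at 18 against 10 months (highest other 18) and 58 of 100 reached 6 for unequal change (highest other 15).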

How the results depend on the processing

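The alternatives with the first principal component and without the 4 arrays high on it were chosen after the data were seen. So was the averaging of young arrays 3 and 4 behind the main counts, while the 12 separate arrays were the design fixed beforehand. Unless a cause is given, the cause was not tested. Counts are given for 18 against 2, 10 against 2 and 18 against 10 months and for unequal change, beside 3359, 613, 1 and 0. With the 3′ minus 5′ covariate they were 0, 0 and 0 and no signature gene was called (0 by limma, against 21), while SE grew; Clec7a changed from 2.05 ± 0.23 to 2.96 ± 0.59, Abca8a from 1.58 ± 0.10 to 1.62 ± 0.30, B2m from 1.14 ± 0.13 to 1.12 ± 0.38 and Th from 0.84 ± 0.14 to 0.47 ± 0.38. Array weights gave 5339 and 2944, a 2-fold threshold 694 and 155 (13 signature genes), and the treat test 67, 1 and 0 (4 signature genes). With 1 probe set per gene the counts were 1793, 331 and 0, and without probe sets shared by transcripts 2027 and, rounded, 1.2e+02, where fewer were tested. Only the arrays of the ages compared gave 0 and 0 for 10 against 2 and 18 against 10 months. A trend and robust spread gave 217 for 10 against 2 months, and the filter on low values 0 for 18 against 10 months. The replicate block with 12 separate arrays gave 2548, 3 and 0 for 18 against 2, 10 against 2 and 18 against 10 months. The replicate numbers showed no pairing across ages, so this says little about stability. For 12 arrays without the block the counts were 4460, 977 and 1. Counting 12 arrays gave 977 for 10 against 2 months and 2 for unequal change, and 919 probe sets in both comparisons against 593, for which splits of the young arrays gave 4 and 239 with the near-identical pair kept together, and 1, 3, 1 and 3 with it parted, which leaves a shared control. Without the 4 arrays 10 against 2 months gave 2 and unequal change 1, and with the first component as a covariate the counts were 8712, 5390, 2 and 4 (35 signature genes). Leaving out 1 array gave 423 to 5326, 1 to 1256 and 0 to 2 probe sets (1276 at 10 against 2 months without the young pair), and 12 (without young array 1) to 24 signature genes. Median centring and quantile normalisation kept every count within 1.5 times.

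Gene lists numbered 8, 5, 9 and 6. With an estimated correlation they were 0, 0, 0 and 0. With the 3′ minus 5′ covariate 8 shifted at 18 against 2 months, 4 up and 4 down instead of 8 up, and of the 28 list calls 17 were kept, 10 lost and 1 reversed. Fry gave 10, 2, 0 and 0 directional and 38, 23, 0 and 0 mixed. Without low genes 3 lists shifted at 18 against 2 months, and with the first component 5 there and 2 for unequal change. At 10 against 2 months the mean of the probe sets gave 10, the 3′ minus 5′ covariate 12 (5 up, 7 down) and leaving out the 4 arrays 11, while that gave 14 at 18 against 10 months and 10 for unequal change. Leaving out 1 array or the young pair gave 6 to 9, 4 to 9 (9 without 10 months array 3), 7 to 10 and 3 (without 10 months array 2) to 9.

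Of the calls of named genes, 0 were kept with the 3′ minus 5′ covariate (108 lost, 15 reversed), 38 without young array 1, 69 without young array 2, 13 with treat, 94 with the block and 12 arrays, 118 with centring, 116 with quantile normalisation and all with 12 arrays. The reversals came with that covariate alone: the pan-neuronal list (−0.20), Usp11 (−0.0550, and −0.23 at 10 against 2 months), Fzr1 (−0.12 at 10 against 2 months), Foxq1 (0.019), Tmem163 (−0.28), Pdgfrb (0.27), Hbb-b2 (0.030), Ifit3 (−0.11), Rpl27a (0.38), Psmd7 (−0.46), Capns1 (−0.037), Cacnb2 (−0.51), Grm8 (−0.023), Cat (0.014) and Srsf11 (−0.25). None of these passed the test with it. The number of arrays limits the precision.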

Other observations

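Further groups with called members between 2 and 18 months included the energy and protein turnover genes. Of 82 oxidative phosphorylation genes, 5 rose, among them Atp5b (1.06 ± 0.21 SE, n = 3 and 4) and Ndufs1 (0.86 ± 0.17), and Uqcrc2 fell (5 and 1 when adjusted over the list alone, camera adjusted p = 0.456). The median log2 change of this list was nevertheless −0.16, with 24 of its 82 genes above 0. Of 47 proteasome genes 7 rose, with Psmd7 at 1.22 ± 0.31 (other probe sets −0.15 and −0.20), and Psmd13 fell (10 and 1 when adjusted over the list alone, 0.106). Of 49 ribosomal protein genes 3 rose and 2 fell (3 and 2, 0.664). Of 24 cell cycle genes 2 rose, with Mcm6 at 1.23 ± 0.17 (other probe sets −0.43 and −0.20), and 3 fell, with Mcm5 at −1.0 ± 0.18, which had another probe set called as higher and a further one at 0.17 (3 and 3, 0.332). Of 19 cholesterol synthesis genes 2 rose, with Fdps at 1.20 ± 0.20, and 3 fell, with Dhcr7 at −0.72 (3 and 5, 0.589). Of 24 RNA splicing genes 4 rose, with Clk4 at 0.98, and 1 fell (6 and 1, 0.456), and of 25 chromatin genes Dnmt1 (−0.75 ± 0.12) and Tet3 (−0.68) fell and none rose (3 and 2, 0.589). The 3′ minus 5′ mean in these arrays was 1.98 at 18 months and 3.47 at 2 months.

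Among channel and receptor genes, 5 of 69 neurotransmitter receptor genes rose, with Grm8 at 1.05 and Chrna7 at 0.74 (other probe set −0.13), and Glra1 fell by 0.83 (5 and 2 when adjusted over the list alone, camera adjusted p = 0.685). Of 59 voltage-gated channel genes 2 rose, with Cacnb2 at 0.82, and Kcns2 fell by 0.83 (2 and 3, 0.389). Of 18 immature neuron genes Dpysl3 rose (0.57, with another probe set at −0.73) and 2 fell, with Marcksl1 at −1.10 ± 0.18 (2 and 2, 0.625). Of 21 ephrin genes Epha6 rose and Efnb1 fell (1 and 4, 0.235), of 25 integrin genes Itgb2 and Itgax rose (2 and 1, 0.915), of 19 antioxidant genes Prdx2 rose and Cat fell, the other probe set of each moving the opposite way (−0.37 and 0.38; 1 and 1, 0.811), and of 22 extracellular matrix genes 1 fell (0 and 0, 0.464). Of 13 oligodendrocyte precursor genes Tmem163 rose and Enpp6 fell (2 and 1, 0.452). The lists of 19 chaperone and 17 immediate early genes had no called member (camera adjusted p = 0.915 for each).

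Markers of other cells and of neighbouring regions did not shift as lists between 18 and 2 months. Rises and falls numbered 0 and 0 of 9 for GABAergic (camera adjusted p = 0.811), 0 and 1 of 5 for glutamatergic (0.495), 0 and 0 of 4 for serotonergic (0.915), 1 and 0 of 6 for cholinergic (0.896), 0 and 0 of 7 for red nucleus, interpeduncular and habenular (0.564), 0 and 1 of 10 for hypothalamic (0.1), 1 and 1 of 9 for cortical and hippocampal (0.811), 0 and 1 of 15 for vessel (0.896), 1 and 1 of 10 for choroid plexus (0.589), 0 and 1 of 11 for meningeal (0.811), 0 and 1 of 6 for blood (0.235), 0 and 0 of 7 for pituitary (0.47) and 0 and 0 of 5 for sex-linked genes (0.627). For the GABAergic, cholinergic, vessel, meningeal, immediate early, chaperone, immature neuron, integrin and neurotransmitter receptor lists the median, the mean and the direction of the test were not all of the same sign. Arrays of the same age differed in some markers: Pmch, a hypothalamic gene, ran from 6.39 to 10.4 at 10 months, and at 18 months Xist was 7.58 in sample 3 and from 9.95 to 10.8 in the others. Further probe sets moved the opposite way at 18 against 2 months for Msmo1 (−0.82), Srsf11 (−0.14 and −0.48), Hbb-b2 (0.01), Cnbd2 (−0.0092) and Xist (−0.32).

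At the thresholds of the study, 613 probe sets and 519 genes were called at 10 against 2 months and 508 genes in both comparisons, and 5 of 105 genes of the top probe sets were signature genes. Each of these is lower than the number the study gives. The gene counts are not like for like. The study identified genes with pathway analysis software (IPA), while probe sets with several genes were not named here. Only 52 of its 61 signature genes were measured here, so the others could not be counted. How far this accounts for the lower gene counts was not tested. The counts of 613, 519, 508 and 5 average young arrays 3 and 4. With the 12 arrays counted separately, 977 probe sets (819 genes) were called at 10 against 2 months and 4460 (3440 genes) at 18 against 2 months, 781 genes were called in both, and 6 of 107 genes of the top probe sets were signature genes.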
